A study of Mus musculus with 8 samples. Its data were reported in "In vivo genome-wide analysis of multiple tissues identifies gene regulatory networks, novel functions and downstream regulatory genes for Bapx1 and its co-regulation with Sox9 in the mammalian vertebral column" (2014).

How the data were processed

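The series holds 8 arrays of sorted EGFP-positive cells from E12.5 vertebral columns, 4 labelled Bapx1 wildtype and 4 labelled Bapx1 null. The study describes its replicates as biological; whether each came from 1 embryo or a pool is not given in the sources used here. Biotinylated cRNA was hybridized to Illumina mouse BeadChips. Per the labels and the study's methods, the authors prepared background-subtracted intensity values in GenomeStudio, whose version is not given in the sources used here. The deposited non-normalized table holds this intensity on a linear scale, with 28% to 31.4% of values below 0 per array, and beside it a detection p-value written so that bright probes are near 1, which was turned into 1 minus the value.

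The authors' second deposited table holds log2 values with 1 baseline removed per probe. Of its 8 columns, 7 equalled, to within the tolerance given here, the log2 of an intensity column floored at 1, centred on the median of the array, less 1 value per probe; the arrays behind the probe baseline are not given in the sources used here. The direction is null over wildtype by the labels, and the column medians, as that table numbers its replicates, were -0.13, 0.17, 0 and 0.14 for wildtype replicates 1 to 4 and 0, 0, -0.16 and -0.086 for null replicates 1 to 4. The non-normalized table names its probes by array address only, so each was matched by its values to the probe identifiers of the log2 table: 35665 of 45281 probes (78.76%) matched uniquely, with a largest deviation of 3.9e-06 on the log2 scale and a tolerance of 0.001. In this comparison 7 arrays were shared by both tables. The columns of null replicates 2, 3 and 4 in the log2 table hold the values of null replicates 1, 2 and 3 in the non-normalized table, and the log2 column of null replicate 1 matched none, so the comparison in the log2 table rests on 1 other null array. Genotype is the same in both tables for the shared arrays, and replicate numbers in the text are those of the non-normalized table.

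Gene names came from the platform annotation, which gives 1 gene for 34885 probes and several for 18, and does not list 10378; probes with several or no listed gene were not named. All 19965 probes that passed the main detection filter had a match, so unmatched probes could enter only settings with another filter or no filter, without a name. Of 794 gene entries in the lists, 793 were found in the mouse gene table of assembly GRCm38.p6, which was used only for names and the order of genes. No coordinates of the probes are given.

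Values were processed in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. Background was modelled by normexp with the negative control distribution inferred from the detection p-values and an offset of 16, followed by quantile normalization and log2. Probes with a detection p under 0.05 on at least 4 of 8 arrays were kept (19965). Genotypes were compared with lmFit and eBayes, and Benjamini-Hochberg adjusted p under 0.05 was the threshold. All fold changes are null over wildtype unless stated as lower. For a probe detected on 0 arrays of a group, the fold is a bound: the mean of the brighter group against the dimmer group's mean of, per array, the higher of the lowest detected signal and the probe's own value. Exact permutation tests used all 70 splits. Matching and figures used Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

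There were 31 gene lists, of which 28 were tested with camera at a preset correlation of 0.01, with 1 probe per gene (that of highest mean), and 3 were only counted: the sex-linked genes and the genes that the study names as higher or lower. They cover cartilage matrix and its regulators, sclerotome, notochord, bone, fibrous matrix, proteases, tendon, vessels, neurons, neural progenitors, neural crest, meninges, muscle, blood, signalling pathways, cell cycle, Hox genes, stress, hypoxia, mitochondrial and ribosomal genes. Genes were named by a rule: the Nkx3-2 probes, the 12 largest rises and 12 largest falls among called genes without overlap of the groups, the genes that the study names, Sox9 and Runx2, the sex-linked genes, and in each list up to 4 called members or, with none called, the 2 of smallest p. The samples, tests, lists, rule and alternatives were set before the data were examined, and the study had been read by then.

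The procedure was tested on simulated data with the 19965 probes of this comparison, with 50 probes changed per fold size. It called 18% of those changed 1.5-fold, 76% of those changed 2-fold, 94% at 4-fold and 100% at 8-fold, in the right direction, and made 7 false calls among unchanged probes. Of 20 simulated unchanged lists of 30 genes 0 were called, and the 1 shifted list was called. The simulation had independent genes and no array that stood apart. Median intensity per array was 5.6 to 10.1 and the share of detected probes 41% to 45.8%.

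Alternatives were a floor of 16 without normexp, scaling by the median and median absolute deviation, centring only, the authors' log2 values, no filter, a stricter detection filter (p under 0.01), the study's percentile filter at 20, the methods' one-factor test, trended robust eBayes, array weights, the replicate number as a block, sex-linked signal as a covariate, and each array left out; for lists also an estimated correlation, the mean over probes, and removal of shared or study-listed members. Quantile normalization on the log2 scale and a fit without both wildtype replicate 2 and null replicate 1 were added after seeing the data. Slide was not run as a block, because no slide is given. The other tissues of the study and its binding data were not analysed here.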

Results

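Gene expression was measured in cells sorted from the vertebral column of E12.5 mouse embryos that carried EGFP at the Bapx1 locus, so that cells in which the Bapx1 promoter is active could be collected by flow cytometry. Bapx1, whose current symbol is Nkx3-2, encodes a homeodomain transcription factor of the sclerotome and early cartilage. In the wildtype group EGFP followed an intact Bapx1 reading frame through an internal ribosome entry site in the 3′ untranslated region, and in the null group EGFP replaced the start of the Bapx1 coding sequence. The study writes the wildtype line as heterozygous and the null as homozygous for its reporter allele. Reporter copies and the way EGFP was translated thus differed along with genotype. Any effect of this on which cells passed the sort cannot be told apart from genotype. There were 4 arrays for each genotype, each an Illumina mouse BeadChip with 45281 probes. The share of probes detected above background ranged from 41% in wildtype replicate 2 to 45.8% in null replicate 4, and 19965 probes that passed the detection filter were tested. With 4 arrays per group, the number of arrays limits the precision of every value.

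The first comparison was of the targeted gene. Nkx3-2 was not detected on any of the 4 wildtype arrays by probe ILMN_2687592 and was detected on 4 of 4 arrays labelled null. Its mean was 4.55 ± 0.20 in the wildtype and 6.77 ± 0.98 in the null (log2 intensity, SD, n = 4 each), at least 3.67-fold higher in the null (limma, adjusted p = 0.0435; exact permutation p = 0.0286 over 70 splits, two-sided). A second probe, ILMN_2687594, did not pass the filter and read 4.33 ± 0.12 and 6.50 ± 1.28, at least 3.05-fold higher, with detection on 3 of 4 null arrays. Null replicate 1 had the lowest null value for both probes, 5.45 and 4.75, and was not detected by the second. The study describes Bapx1 as raised in the vertebral column of null embryos, but for the genes it showed there by in situ hybridization, Bapx1 among them, it also speaks of lost expression in the rostral part. The alleles give transcripts of different structure, and the position of the probes on them is not given in the sources used here. The wildtype cells were sorted for EGFP driven from the Bapx1 locus, so the lack of detection does not show that they lacked Bapx1 transcript. Whether the difference in signal is one of transcript level cannot be told from these probes. A probe outside the deleted part checks no label. The call ended without any 1 of 7 of the arrays, at adjusted p = 0.0905, 0.0743, 0.105 and 0.0892 without wildtype replicates 1, 2, 3 and 4 and at 0.13, 0.107 and 0.134 without null replicates 2, 3 and 4, and it became stronger (0.00196) without null replicate 1.

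**Figure D1:**
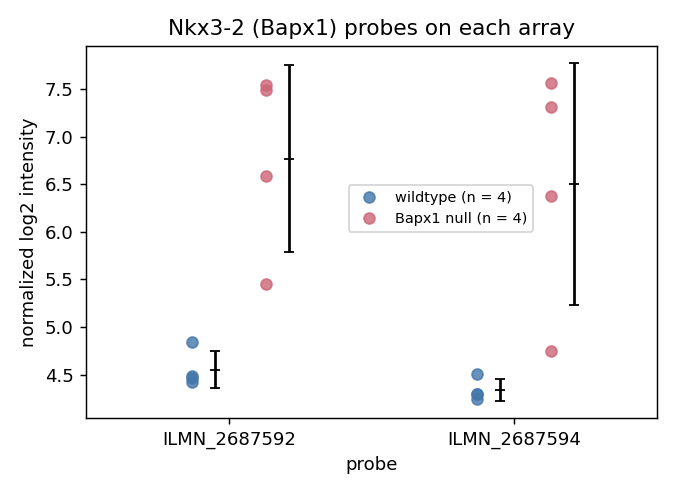
Normalized log2 intensity of the Nkx3-2 probes ILMN_2687592 and ILMN_2687594 on each array (points; blue, wildtype, n = 4; red, arrays labelled null, n = 4), with the mean and SD of each group in black. The wildtype arrays lie between 4.24 and 4.84, and null replicate 1 is the lowest null array for both probes, at 5.45 and 4.75.

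The second comparison asked which transcripts differed between the genotypes. Among called genes, by the brightest probe of each and besides Nkx3-2, the largest rises in the arrays labelled null were in Vtn, which encodes the adhesion protein vitronectin (7.06 ± 0.36 to 9.30 ± 0.26, log2, SD, n = 4 each, 4.73-fold), and Lama2, a laminin chain of basement membranes (5.99 ± 0.25 to 8.10 ± 0.71, 4.30-fold). By the same measure, the largest falls were in Slc6a17, a neuronal amino acid transporter (7.83 ± 0.26 to 5.45 ± 1.03, 5.22-fold lower, detected on 2 of 4 null arrays), and Pcolce2, an enhancer of procollagen processing (8.43 ± 0.19 to 6.24 ± 0.04, 4.57-fold lower), whose other probe was also called, with a smaller difference of -0.87. In all, 77 probes were higher and 79 lower in the null at an adjusted p under 0.05 (limma), which is 0.781% of those tested. The called probes with 1 gene name stood for 129 genes, 66 higher and 63 lower. On every one of the 156 called probes the 4 null arrays lay on one side of the 4 wildtype arrays, as did 10.8% of all tested probes, where chance gives 2.86%. Calling a probe selects for such separation, so it adds no support to the calls. The probes share the same arrays, and the spread of the 10.8% over other splits was not computed. Over 2-fold, 48 probes were higher and 44 lower (52.2% higher), and over 1.5-fold 76 were higher and 79 lower.

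The number of calls depended on single arrays and on the scaling. It was 3185 without null replicate 1 and 172 without wildtype replicate 2, and 4048 without both, a fit chosen after seeing the data; it was 78, 42 and 72 without wildtype replicates 1, 3 and 4, and 41, 41 and 21 without null replicates 2, 3 and 4. All 156 probes were also called without null replicate 1, when 81.1% of the 470 probes over 2-fold were higher in the null. Of the called probes, 49.4% were higher in the null, against 79.8% of 109 when each array was only centred on its median, which moved the median difference of all probes from -0.04 to 0.19, and 18.8% of 16 in the authors' log2 values. The study's methods name scaling by the median absolute deviation, but here it was run on normexp values, not on background-subtracted ones. It moved that median to -0.26 and left 1 call, a probe of Zfp330, a zinc finger gene, with a difference of -5.56. That probe fell 38.3-fold after quantile normalization, while the other probe of Zfp330 differed by -0.27, and the gene was singled out after its values were seen. Null replicate 1 had a mean correlation of 0.972 with the other null arrays, which had 0.984 or 0.985, and of 0.976 with the wildtype arrays, and wildtype replicate 2 had 0.969 in its group, where the others had 0.979 to 0.981.

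**Figure D2:**
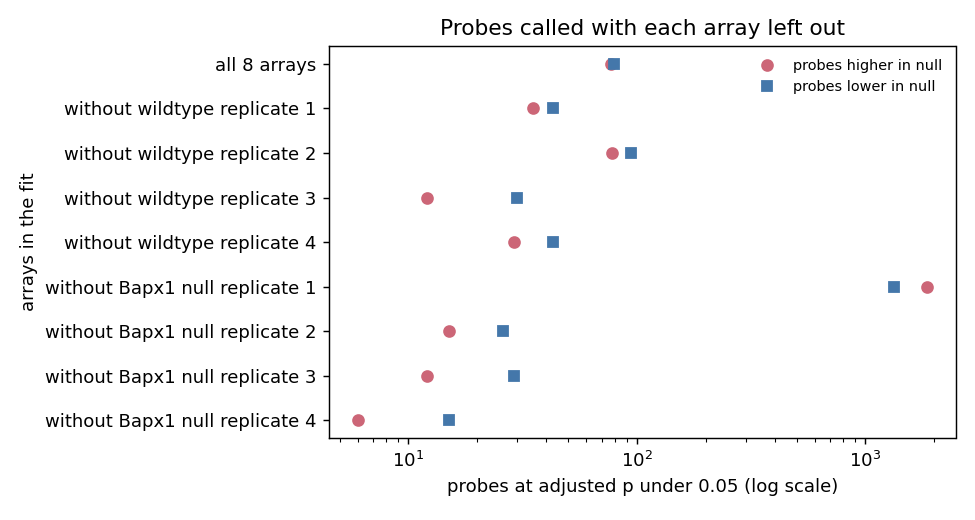
Number of probes at an adjusted p under 0.05 (log scale) with all 8 arrays and with each array left out (red circles, higher in the null; blue squares, lower). With all arrays 77 were higher and 79 lower; without null replicate 1 the total was 3185, and without null replicate 4 it was 21.

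Several genes of the cartilage matrix fell. Chad, which encodes chondroadherin, fell from 7.32 ± 0.42 to 5.25 ± 0.57 (log2, SD, n = 4 each, 4.2-fold lower, adjusted p = 0.0187), and Acan, the cartilage proteoglycan aggrecan, from 6.98 ± 0.43 to 5.06 ± 0.55 (3.78-fold, 0.0223), each with 2 of 4 null arrays above background. Col9a1, a chain of the minor fibrillar-associated collagen of cartilage, fell from 12.56 ± 0.11 to 11.66 ± 0.21 (1.86-fold, 0.0201). Of 20 measured genes of the cartilage matrix list, each counted by its brightest probe as in all lists, 5 fell, 0 rose and 15 were not called, and 9 fell when adjusted over the list alone. As a list it was lower than other genes (camera, adjusted p = 4e-05), with adjusted p = 0.366 with an estimated correlation. Wildtype replicate 2 had a list mean of -0.57 against 0.10 to 0.24 on the other wildtype arrays, inside the null range of -1.14 to -0.43. Null replicates 1 and 3 had lower means on it (-1.14 and -0.98) than null replicates 2 and 4 (-0.43 and -0.54), and higher means on the neuron list (1.29 and 1.21 against 0.54 and 0.49) and the skeletal muscle list (1.13 and 0.65 against 0.02 and 0.08). For Acan and Col9a1 the other probe of the gene that passed the filter showed a smaller difference, -0.63 and -0.29.

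Several regulators of cartilage formation fell as well. Sox5, a transcription factor that acts with Sox9 on cartilage genes, fell from 11.28 ± 0.32 to 9.79 ± 0.12 (log2, SD, n = 4 each, 2.81-fold lower, adjusted p = 0.00671), and all 5 of its probes were called. Ccn2, a matrix-associated growth regulator also known as Ctgf, fell 2.62-fold (11.69 ± 0.33 to 10.30 ± 0.21, 0.0149), and Wwp2, a ubiquitin ligase of cartilage, 2.27-fold (11.94 ± 0.07 to 10.76 ± 0.27, 0.0112). Sox9, the main transcription factor of chondrocytes, fell 1.60-fold (13.73 ± 0.10 to 13.05 ± 0.10, 0.0275). Its other probe was also called, with a difference of -0.96 (0.0192). The study, in contrast, did not find Sox9 downstream of Bapx1 in this tissue. The Sox9 call held in 2 of the 8 fits that left out 1 array. Bmpr1b, a receptor for bone morphogenetic proteins, fell 1.80-fold by 1 probe, while its other probe showed 0.23 in the opposite direction. Among 18 measured regulators 5 fell, 0 rose and 13 were not called, and adjusted over the list alone 8 fell and 1 rose. The list passed with the preset correlation (adjusted p = 0.00225) and not otherwise (adjusted p = 0.366 with an estimated correlation). It lost the call without the 3 members that the study lists (0.183), with scaling by the median absolute deviation (0.145) and without null replicate 1 (0.0611).

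**Figure D3:**
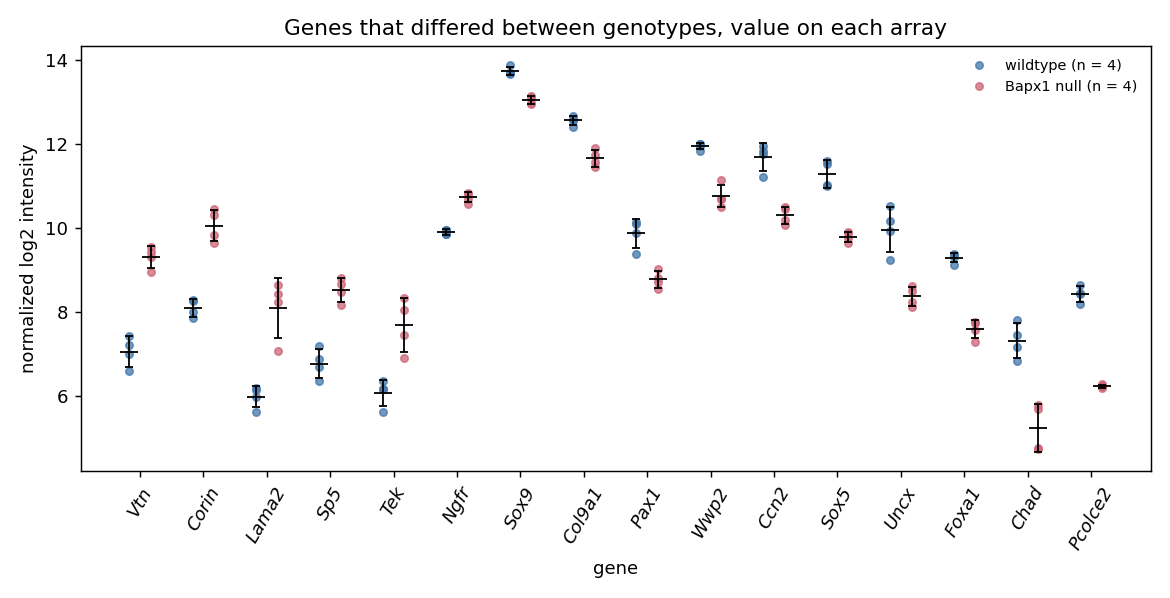
Normalized log2 intensity of 16 of the called genes on each array (points; blue, wildtype, n = 4; red, arrays labelled null, n = 4), with the mean and SD of each group in black. The genes were picked for display after their values were seen, and for each of them the null arrays all lie on one side of the wildtype arrays.

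Uncx and Pax1, transcription factors of the sclerotome, fell, while the sclerotome list did not pass. Uncx fell from 9.96 ± 0.54 to 8.37 ± 0.23 (log2, SD, n = 4 each, 3.02-fold lower, adjusted p = 0.0254) and Pax1 from 9.87 ± 0.35 to 8.78 ± 0.21 (2.13-fold, 0.0358); their other probes differed by -0.79 and -0.37. Of 18 measured sclerotome genes these fell, Nkx3-2 rose and 15 were not called (4 lower and 2 higher adjusted over the list alone; camera, adjusted p = 0.882). Among 11 notochord genes 2 fell and 9 were not called (4 fell adjusted over the list alone). They were Sox9 and Foxa1, a forkhead factor of notochord and floor plate, which fell 3.27-fold (9.30 ± 0.12 to 7.59 ± 0.22, 0.000862). The notochord list passed at adjusted p = 0.006, with adjusted p = 0.366 with an estimated correlation, and 5 of its measured genes are in another list. It lost the call without the 1 measured member that the study lists (0.084), with scaling by the median absolute deviation (0.109) and with no filter (0.05). Hypertrophic cartilage and bone genes did not pass as a list (0.779). Of 13 measured, 0 were called and 3 had an unadjusted p under 0.05; 2 were higher adjusted over the list alone. Among them Col1a1, the main collagen of bone and fibrous tissue, read 9.84 ± 0.59 and 11.28 ± 0.41 (0.0578).

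Several genes known from the meninges rose. Besides Vtn, these were Slc22a6, an organic anion transporter (5.41 ± 0.61 to 7.40 ± 0.43, log2, SD, n = 4 each, 3.97-fold, adjusted p = 0.0242, detected on 3 of 4 wildtype arrays), and Aldh1a1, a retinoic acid synthesizing enzyme (4.66 ± 0.24 to 6.51 ± 0.52, 3.62-fold, 0.0149, detected on 1 of 4 wildtype arrays). By the brightest probe, of 34 measured meningeal genes 3 rose, 0 fell and 31 were not called, and 17 rose when adjusted over the list alone. Serping1, a complement inhibitor singled out after its values were seen, was called by another probe (0.81, adjusted p = 0.0292). The list was higher in the null (adjusted p = 2.54e-08), with adjusted p = 0.366 with an estimated correlation. The study lists 16 of these genes, and without them the call was lost (0.123). They were listed for their change in these samples, so this loss was partly fixed in advance. Wildtype replicate 2 had a list mean of -0.66, where the other wildtype arrays had 0.18 to 0.29 and the null arrays 0.55 to 1.12.

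In the lists of fibrous connective tissue, 1 gene was called. Kera, which encodes the proteoglycan keratocan, rose 3.75-fold (5.21 ± 0.61 to 7.12 ± 0.53, log2, SD, n = 4 each, adjusted p = 0.0381, detected on 3 of 4 wildtype arrays). It was the only called gene among 27 of the fibrous matrix list, of which 4 rose adjusted over the list alone, and among 18 of the tendon and annulus fibrosus list, of which 1 did. The fibrous matrix list passed (adjusted p = 3.37e-05, but adjusted p = 0.444 with an estimated correlation), and it lost the call with scaling by the median absolute deviation (0.269). The tendon list did not pass (0.0633), but did without wildtype replicate 1 (0.0221), wildtype replicate 3 (0.0249) or null replicate 3 (0.0275). Of 24 measured matrix proteases and their partners 0 were called, 11 had an unadjusted p under 0.05 and 8 rose adjusted over the list alone. That list passed at adjusted p = 0.00016, with adjusted p = 0.38 with an estimated correlation, and without the 7 measured members that the study lists it did not (0.058). Wildtype replicate 2 was lower than the other wildtype arrays on the fibrous matrix (-0.62), protease (-0.51) and tendon (-0.49) lists, and without it their mean differences went from 0.53 to 0.32, 0.44 to 0.27 and 0.22 to 0.05.

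In the neuronal list 1 gene was called by its brightest probe and 3 by another. Lhx5, a neuronal transcription factor, was at least 1.91-fold higher (4.57 ± 0.19 and 5.83 ± 0.53, log2, SD, n = 4 each, adjusted p = 0.0496), with detection on 0 of 4 wildtype and 4 of 4 null arrays. Dcx, a microtubule protein of young neurons, read 7.12 ± 0.70 and 8.69 ± 0.25 by its brighter probe (adjusted p = 0.052), and its other probe was called, with a difference of 1.53. Other probes of Elavl2 and Elavl3, RNA-binding proteins of neurons singled out after their values were seen, were called too (1.41 and 1.13, adjusted p = 0.0275 and 0.0155), while their brightest were not (0.102 and 0.144). By the brightest probe, of 32 measured neuronal genes 1 rose, 0 fell and 31 were not called, and 21 rose adjusted over the list alone. The list had the lowest p of all (adjusted p = 2.99e-11, and adjusted p = 0.38 with an estimated correlation), and the study lists 15 of its genes. Null replicates 1 and 3 had list means of 1.29 and 1.21 and null replicates 2 and 4 of 0.54 and 0.49, while wildtype replicate 2 had -0.62.

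Neural progenitor genes went both ways. Nkx6-1 and Nkx2-2, transcription factors of the ventral neural tube, fell 2.40-fold each (9.81 ± 0.31 to 8.55 ± 0.21, adjusted p = 0.0169, and 6.23 ± 0.11 to 4.97 ± 0.25, 0.00755; log2, SD, n = 4 each), Nkx2-2 with detection on 2 of 4 null arrays. Sp5, a transcription factor induced by Wnt signalling, rose 3.37-fold (6.77 ± 0.35 to 8.52 ± 0.28, 0.00755). Of 21 measured progenitor genes 1 rose, 2 fell and 18 were not called (5 and 3 adjusted over the list alone), and the list did not pass (0.0764), but did without null replicate 2 (0.0264) or null replicate 4 (0.0205). In the neural crest and Schwann cell list, Ngfr, a neurotrophin receptor, rose 1.77-fold (9.90 ± 0.06 to 10.72 ± 0.12, 0.0149). Of 9 measured genes 1 rose and 8 were not called (6 rose and 1 fell adjusted over the list alone). The list passed at adjusted p = 0.00698, with adjusted p = 0.401 with an estimated correlation, and lost the call without the 3 members that the study lists (0.425) and with array weights (0.149). Wildtype replicate 2 stood at -0.49 on it, against 0.10 to 0.22 on the other wildtype arrays, and without it the mean difference went from 0.49 to 0.32.

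Of the vascular and muscle lists, those of endothelium and skeletal muscle passed with the preset correlation. Tek, the angiopoietin receptor of endothelial cells, rose 3.05-fold (6.08 ± 0.31 to 7.69 ± 0.64, log2, SD, n = 4 each, adjusted p = 0.0435). Of 18 measured endothelial genes 1 rose, 0 fell and 17 were not called, and 8 rose adjusted over the list alone (list adjusted p = 8.06e-05, with adjusted p = 0.367 with an estimated correlation). Of 23 skeletal muscle genes 0 were called, 6 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. Actc1, cardiac actin of embryonic muscle, read 7.96 ± 0.78 and 9.26 ± 0.71 (0.14). The muscle list passed at 0.000733 with the preset correlation (adjusted p = 0.477 with an estimated correlation), and its mean was 1.13 on null replicate 1 against 0.02 to 0.65 on the other null arrays. Without null replicate 1 its mean difference went from 0.47 to 0.25 and it lost the call (0.158), as did the neural crest list (0.107), and it also lost it with array weights (0.523) and without the members that the study lists (0.137). Smooth muscle and pericyte genes did not pass (0.0547); of 14 measured, 0 were called, 5 had an unadjusted p under 0.05, and 3 were higher and 1 lower adjusted over the list alone. That list passed without wildtype replicates 2 (0.0485) or 4 (0.0434) and without null replicates 2 (0.0277), 3 (0.0259) or 4 (0.0368). Angiogenesis regulators did not pass either (0.167), with 0 of 22 called, 7 at an unadjusted p under 0.05 and 0 adjusted over the list alone.

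**Figure D4:**
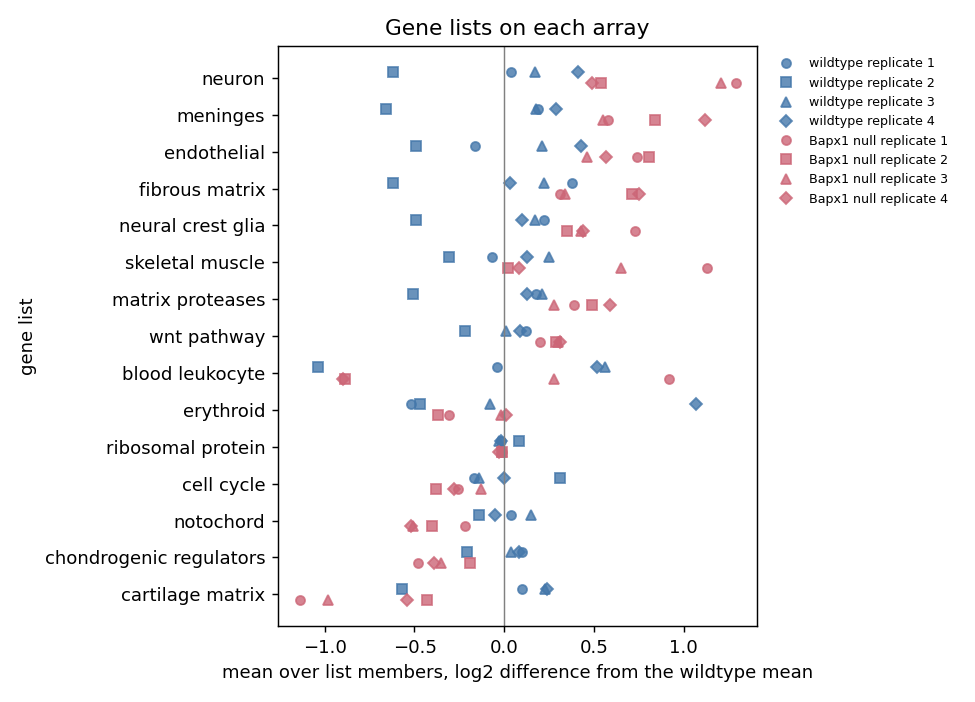
Mean over the members of 15 gene lists on each array, as the log2 difference from the wildtype mean (blue, wildtype; red, arrays labelled null; each marker is 1 array). Wildtype replicate 2 is the lowest array of its group for the neuron list, at -0.62, and null replicate 1 the highest for the skeletal muscle list, at 1.13.

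Of the signalling lists, that of the Wnt pathway was higher in the null with the preset correlation, and did not pass with an estimated one. Sp5 and the Wnt receptor gene Fzd10 (8.06 ± 0.25 to 8.90 ± 0.08, log2, SD, n = 4 each, 1.79-fold, adjusted p = 0.0333) rose, and 30 of 32 measured were not called (7 rose and 2 fell adjusted over the list alone), by the brightest probe of each. Apcdd1, a Wnt inhibitor singled out after its values were seen, was called by another probe (0.87, adjusted p = 0.0187). The list passed at adjusted p = 0.00777, with adjusted p = 0.366 with an estimated correlation, and lost the call without the 8 members that the study lists (0.683), without members of another list (0.0718) and with scaling by the median absolute deviation (0.0603). Of 21 genes of the BMP and TGF-beta list 1 rose, 1 fell and 19 were not called, and adjusted over the list alone 3 rose and 3 fell (list 0.121, and 0.0355 without wildtype replicate 1). Grem1, an extracellular BMP antagonist, rose 2.40-fold (5.21 ± 0.35 to 6.47 ± 0.20, 0.0201, detected on 3 of 4 wildtype arrays), and Id4, a BMP-responsive inhibitor of transcription factors, fell 2.58-fold (9.80 ± 0.35 to 8.43 ± 0.26, 0.0187). Of 13 hedgehog pathway genes Pax1 fell and 12 were not called; 4 rose and 4 fell adjusted over the list alone, and the list did not pass (0.999).

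Cell cycle genes were lower as a list (adjusted p = 0.000218; adjusted p = 0.444 with an estimated correlation). Wildtype replicate 2 had a list mean of 0.31, where wildtype replicates 1 and 3, at -0.17 and -0.14, lay inside the null range of -0.38 to -0.13, and without it the mean difference went from -0.26 to -0.16 (adjusted p = 0.00899). Of 31 measured 0 were called, 13 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone; the centromere protein gene Cenpa read 12.91 ± 0.25 and 12.37 ± 0.10 (log2, SD, n = 4 each, adjusted p = 0.0935). Of 21 hypoxia and glycolysis genes 1 fell and 20 were not called, and 2 fell adjusted over the list alone. It was Pfkp, a phosphofructokinase gene, which fell 2.61-fold (7.34 ± 0.30 to 5.96 ± 0.27, 0.0149), while its other probe, not called, differed by -0.67. That list passed narrowly at adjusted p = 0.049 (adjusted p = 0.422 with an estimated correlation), and did not without wildtype replicate 1 (0.129), wildtype replicate 2 (0.154) or null replicate 1 (0.119), nor in 12 other settings, where adjusted p was 0.0516 to 0.311. The remaining lists did not pass and had 0 called members by limma. Adjusted p was 0.678 for 9 red blood cell genes, 0.958 for 18 leukocyte and platelet genes, 0.857 for 8 mitochondrial transcripts and 0.981 for 30 ribosomal protein genes. It was 0.882 for 11 anterior and 0.3 for 10 posterior Hox genes (0.0464 without null replicate 2), and 0.161 for 26 immediate early and stress genes. Unadjusted p was under 0.05 for 0, 0, 0 and 5 and for 2, 1 and 9 of them in that order, and adjusted over the list alone only 2 stress genes rose. The ribosomal protein list passed with scaling by the median absolute deviation (0.000881) and in the authors' log2 values (0.0302), in the opposite direction.

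Of 36 genes named as called besides Nkx3-2, 11 passed in each of the 8 fits that left out 1 array: Vtn, Corin, Aldh1a1, Sp5, Lratd1 and Nkx2-2, and Pcolce2, Artn, Foxa1, Diras2 and Sox5. Artn, a neurotrophic ligand, fell 3.43-fold and Diras2, a Ras-like GTPase, 2.94-fold, and Lratd1 rose 2.65-fold. The other 25 lost the call without at least 1 array. Without wildtype replicates 1, 2, 3 and 4, respectively 13, 6, 22 and 14 genes lost it, with adjusted p up to 0.0936, 0.0784, 0.115 and 0.107. Without null replicates 2, 3 and 4 these were 17, 21 and 23 genes, with adjusted p up to 0.135, 0.11 and 0.143, and without null replicate 1 there were 0. Tek and Lhx5 passed in 1 of the 8 fits, and Sox9, Pax1, Bmpr1b, Id4, Gata3, Igfbp7, Cxcl14 and Slc6a17 in 2. The remaining genes passed in 3 to 7. Among the largest changes not given so far, Igfbp7, a growth factor binding protein, rose 2.72-fold, Cxcl14, a chemokine, rose by 1.59 on the log2 scale (detected on 3 of 4 wildtype arrays), and Ccng2, a cyclin of resting cells, fell 3.26-fold.

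The lists were fixed before the data were examined but after the study had been read. The study chose the members that it lists on these samples, so a call lost without them was partly fixed in advance. In all, 13 of 28 lists passed with the preset correlation and 0 with an estimated one, where the smallest unadjusted p was 0.0576. When the arrays were split in every other way, 6 of the 35 splits, the real one included, called 13 or more lists. The number of lists called thus does not tell the genotypes from other groupings of the arrays. The other splits at 13 or more each exchanged 1 array of either group, so they kept part of any genotype difference. Their counts therefore do not show that chance alone gives as many lists. Splits with 2 arrays of each genotype on both sides called up to 12. Without both wildtype replicate 2 and null replicate 1, the call ended for chondrogenic regulators and endothelium (0.0536 each), neural crest (0.264), skeletal muscle (0.303), the Wnt pathway (0.0733), the cell cycle (0.062) and hypoxia (0.311), and leukocyte genes passed (0.00698).

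Genes that the study itself names were counted apart, since they were chosen on these samples, so that the counts are not independent evidence of direction. The study also saw less transcript of Chad, Ccn2, Uncx and Wwp2 in null embryos by in situ hybridization. All 5 named as lower, Chad, Ccn2, Sox5, Uncx and Wwp2, fell. By the brightest probe, of 18 measured genes named as higher 3 rose and 15 were not called, among them Dcx, whose other probe was called, and 16 rose when adjusted over the list alone. The genes that rose were Nkx3-2, Corin, a membrane serine protease (8.10 ± 0.21 to 10.06 ± 0.38, log2, SD, n = 4 each, 3.88-fold, adjusted p = 0.00301), and Gata3, a zinc finger transcription factor (4.85 ± 0.19 to 6.04 ± 0.41, 2.28-fold, 0.0352, detected on 2 of 4 wildtype arrays). Those not called included Ctsk, a cathepsin of matrix breakdown (7.53 ± 0.93 and 9.04 ± 0.57, 0.117), Emcn, an endothelial sialomucin (7.08 ± 0.77 and 8.50 ± 0.44, 0.0894), and Ctnna2, a neuronal catenin (7.93 ± 0.59 and 9.18 ± 0.07, 0.0545). Runx2 had no probe that passed the filter.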

Values the study reported

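The study reported 125 genes that changed more than 2-fold in the vertebral column, of which 114, or 91%, were increased in the null embryos.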

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

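The tests of null replicate 1 and of the lists of other cell types were chosen after the results were seen, and the criteria of the label and brightness tests of null replicate 1 and of the test of the share of the main cell type were changed after a first outcome was known.

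Of 152 groups of 4 values tested, 16 held an array far from the others (10.5%, where chance gives about 5%). Wildtype replicate 2 was involved most often. Its mean correlation with its group was 0.969, against 0.979 to 0.981. It was low for Dcx (6.07, others 7.41 to 7.53) and Ctsk (6.15, others 7.93 to 8.12). Its list means were low for matrix proteases (-0.51, others 0.13 to 0.21), neural crest and glia (-0.49, others 0.10 to 0.22), meninges (-0.66, others 0.18 to 0.29) and tendon and annulus (-0.49, others 0.09 to 0.20). Its ribosomal protein list was high (0.08, others -0.03 to -0.02).

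Wildtype replicate 4 was high for Nkx3-2 (4.84, others 4.42 to 4.48), Sox9 (13.87, others 13.67 to 13.69) and Bmpr1b (10.06, others 9.83 to 9.85), and low for Grem1 (4.68, others 5.33 to 5.45). Null replicate 2 was low for Fzd10 (8.78, others 8.94 to 8.95) and Ctnna2 (9.07, others 9.21 to 9.23) and high for the hedgehog list (0.07, others 0.03).

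Null replicate 1 had a mean correlation of 0.972 with the other null arrays, against 0.984 to 0.985, and 0.976 with the wildtype arrays, and 3185 probes were called without it. A wildtype array under a null label is argued against by the 5 genes that the study, on these samples, names as lower, all called without this array too: their mean on it was 8.68, against 10.23 to 10.68 on the wildtype arrays with a lower 95% prediction bound of 9.66, and 4 of the 5, all but Uncx, lay below their own bounds. Other criteria tried on the probes over 2-fold without it were mixed, since the percent that it showed by over 0.75 of the difference was within the upper bound from wildtype arrays treated alike for all 470 probes (20.6%, bound 22%) and the 89 lower ones (50.6%, bound 60.5%), and above it for the 381 higher ones (13.6%, bound 6.9%). Low brightness stays open, since of the arrays that were dimmer by the median or the mean, wildtype replicate 4 had a mean correlation of 0.98 in its group and wildtype replicate 2 one of 0.969. A different mix of cells cannot be told apart either, since 10 of 13 cell type lists on this array lay outside the range of the other null arrays and 1 array has no spread to set this against, and no biological explanation was tested.

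Lists of nerve, meninges, endothelium and muscle were higher in the null with the preset correlation, and the brightest probes of Dcx and Vtn read 8.69 and 9.30 there. A lower share of the main cell type, which would raise the markers of all other types alike, stays open: the differences of 9 lists of other cell types had an SD of 0.37, and 3 of 35 splits of the arrays gave one as large (exact permutation p = 0.0857, highest other 0.39). All 4 lists kept these calls with scaling by the median absolute deviation and with centring only, which have no quantile step (camera, highest adjusted p = 9.46e-05). They also kept them with quantile normalization on the log2 scale, itself a quantile step (camera, highest adjusted p = 0.000728). The calls made without a quantile step argue against that step as their whole cause. The list test sets a list against all other genes, so a shift shared by all probes could hardly end a call. These scalings also start from the same background correction, so normalization in general stays open. The calls themselves are limited, since each is lost with an estimated correlation (adjusted p = 0.366 to 0.477) and those of endothelium and muscle without both wildtype replicate 2 and null replicate 1 (0.0536 and 0.303). More cells of these types passing the EGFP gate, a change within the sorted cells, and an effect of genotype on either stay open too and were not told apart here.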

How the results depend on the processing

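The fit without both wildtype replicate 2 and null replicate 1 and the quantile step on the log2 scale were chosen after seeing the data; the other settings were planned. Values in brackets after a list are adjusted p. No named gene reversed. Over whole-data settings named genes kept their side of the threshold in 427 cases, lost the call in 168 and gained it in 21, and with 1 array left out in 227, 116 and 9. Lists without a call kept their side and direction in 313 cases, gained a call in 30 and turned direction in 47. Gained calls in settings that kept all arrays are counted here but not named. All 156 probes were called again with array weights, on the log2 scale and without null replicate 1. Fewer arrays give a fit less power, and the filters change how many probes are adjusted together; otherwise the cause was not tested. Signal over background limits dim probes, such as those of Nkx3-2, Lhx5 and Aldh1a1. The authors' log2 values hold 1 other null array. Slide was not run, because no slide is given.

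With a floor of 16 and no normexp, calls were 42 higher, 27 higher over 2-fold and 41 higher over 1.5-fold. Nkx3-2 differed by 2.48 and lost its call (adjusted p = 0.0838). Hypoxia glycolysis (0.067) lost the list call. Hedgehog pathway (0.997) turned direction and did not pass. With scaling by the median and median absolute deviation, calls were 0 higher, 1 lower, 0 higher over 2-fold, 1 lower over 2-fold, 0 higher over 1.5-fold and 1 lower over 1.5-fold. Nkx3-2 differed by 2.13 and lost its call (adjusted p = 0.173). Chondrogenic regulators (0.145), fibrous matrix (0.269), notochord (0.109), wnt pathway (0.0603) and hypoxia glycolysis (0.098) lost their list calls. Erythroid (0.469) and blood leukocyte (0.0928) turned direction and did not pass. Ribosomal protein (0.000881) turned direction and passed. With centring only, calls were 22 lower, 86 higher over 2-fold, 22 lower over 2-fold and 22 lower over 1.5-fold. Ribosomal protein (0.0912) turned direction and did not pass. In the authors' log2 values, calls were 3 higher, 13 lower, 3 higher over 2-fold, 13 lower over 2-fold, 3 higher over 1.5-fold and 13 lower over 1.5-fold. Nkx3-2 differed by 4.45 and lost its call (adjusted p = 0.149). Hypoxia glycolysis (0.0896) lost the list call. Blood leukocyte (0.193) turned direction and did not pass. Ribosomal protein (0.0302) turned direction and passed. With no filter, calls were 29 higher, 46 lower, 10 higher over 2-fold, 24 lower over 2-fold, 22 higher over 1.5-fold and 42 lower over 1.5-fold. Nkx3-2 differed by 2.22 and lost its call (adjusted p = 0.105). Notochord (0.05) and hypoxia glycolysis (0.0516) lost their list calls. Blood leukocyte (0.897), hedgehog pathway (0.897), hox anterior (0.941) and ribosomal protein (0.986) turned direction and did not pass. With the stricter detection filter, calls were 133 higher and 127 higher over 1.5-fold. Hypoxia glycolysis (0.0659) lost the list call. Sclerotome (0.961), erythroid (0.848) and hedgehog pathway (0.848) turned direction and did not pass. With the percentile filter, calls were 30 higher over 2-fold. Nkx3-2 differed by 2.22 and lost its call (adjusted p = 0.0546). Hypoxia glycolysis (0.0675) lost the list call. Hypertrophic osteoblast (0.792) and hedgehog pathway (0.969) turned direction and did not pass. With the methods' one-factor test, calls were 3 higher, 9 lower, 0 higher over 2-fold, 6 lower over 2-fold, 1 higher over 1.5-fold and 8 lower over 1.5-fold. Nkx3-2 differed by 2.22 and lost its call (adjusted p = 0.159). Blood leukocyte (0.967) and hedgehog pathway (0.967) turned direction and did not pass. With trended robust eBayes, calls were 152 higher, 77 higher over 2-fold and 141 higher over 1.5-fold. Hedgehog pathway (0.973) turned direction and did not pass. With array weights, calls were 3119 higher, 3071 lower, 390 higher over 2-fold, 190 lower over 2-fold, 1624 higher over 1.5-fold and 738 lower over 1.5-fold. Neural crest glia (0.149), skeletal muscle (0.523) and hypoxia glycolysis (0.211) lost their list calls. Hedgehog pathway (0.936), hox anterior (0.843) and hox posterior (0.696) turned direction and did not pass. With the sex-linked covariate, calls were 42 higher, 27 higher over 2-fold and 42 higher over 1.5-fold. Nkx3-2 differed by 2.22 and lost its call (adjusted p = 0.06). Hypoxia glycolysis (0.0588) lost the list call. With quantile normalization on the log2 scale, hedgehog pathway (0.997) turned direction and did not pass. Without both wildtype replicate 2 and null replicate 1, calls were 2315 higher, 1733 lower, 368 higher over 2-fold, 140 lower over 2-fold, 1478 higher over 1.5-fold and 577 lower over 1.5-fold. Chondrogenic regulators (0.0536), endothelial (0.0536), neural crest glia (0.264), skeletal muscle (0.303), wnt pathway (0.0733), cell cycle (0.062) and hypoxia glycolysis (0.311) lost their list calls. Hox anterior (0.817) and hox posterior (0.928) turned direction and did not pass. With the mean over a gene's probes, hypoxia glycolysis (0.0723) lost the list call. Ribosomal protein (0.79) turned direction and did not pass. With an estimated correlation, cartilage matrix (0.366), chondrogenic regulators (0.366), fibrous matrix (0.444), matrix proteases (0.38), endothelial (0.367), neuron (0.38), neural crest glia (0.401), meninges (0.366), skeletal muscle (0.477), notochord (0.366), wnt pathway (0.366), cell cycle (0.444) and hypoxia glycolysis (0.422) lost their list calls. Without study-listed members, chondrogenic regulators (0.183), matrix proteases (0.058), neural crest glia (0.425), meninges (0.123), skeletal muscle (0.137), notochord (0.084), wnt pathway (0.683) and hypoxia glycolysis (0.084) lost their list calls. Hypoxia glycolysis has 0 such members, so for it only the adjustment over the lists changed. The other losses mix removal of members with that adjustment. Hypertrophic osteoblast (0.946) turned direction and did not pass. Without members of another list, wnt pathway (0.0718) and hypoxia glycolysis (0.0759) lost their list calls. Sclerotome (0.833) and hypertrophic osteoblast (0.833) turned direction and did not pass.

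With 1 array left out, calls ranged over 6 to 1859 higher, 15 to 1326 lower, 6 to 381 higher over 2-fold, 15 to 89 lower over 2-fold, 6 to 1324 higher over 1.5-fold and 15 to 521 lower over 1.5-fold, and the Nkx3-2 difference over 1.96 to 2.66. The total was 3185 without null replicate 1, 78, 42 and 72 without wildtype replicates 1, 3 and 4, and 41, 41 and 21 without null replicates 2, 3 and 4. Over these fits and that without both doubted arrays, adjusted p ranged as follows for lists that lost a call: cell cycle (1.99e-05 to 0.062), chondrogenic regulators (0.000231 to 0.0611), endothelial (1.22e-06 to 0.0536), hypoxia glycolysis (0.00662 to 0.311), neural crest glia (0.00168 to 0.264), skeletal muscle (1.9e-06 to 0.303) and wnt pathway (0.00333 to 0.0733). Ranges for lists that had no call with all arrays and turned direction in some fit were blood leukocyte (0.00698 to 0.952), erythroid (0.351 to 0.809), hedgehog pathway (0.928 to 0.991), hox anterior (0.637 to 0.977), hox posterior (0.0464 to 0.991), mitochondrial encoded (0.244 to 0.991), ribosomal protein (0.766 to 0.991) and sclerotome (0.611 to 0.973).

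With the replicate number as a block, calls were 8 higher, 12 lower, 8 higher over 2-fold, 12 lower over 2-fold, 8 higher over 1.5-fold and 12 lower over 1.5-fold. Nkx3-2 differed by 2.22 and lost its call (adjusted p = 0.0803). Hedgehog pathway (0.956) turned direction and did not pass. Deviations of same-numbered arrays correlated at -0.05, -0.11, -0.20 and 0.04, so the numbers do not pair the arrays. The block left 20 calls, 18 of them among the 156. The block also takes degrees of freedom from the fit. Not every array correlated best with its own number.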

Other observations

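The tests reported here were chosen after the results were seen, except the count of splits for gene lists and the sex-linked covariate. The fits without null replicate 1, with centring only, with scaling by the median absolute deviation and in the authors' log2 values were planned too.

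Sex-linked genes were measured on every array. Eif2s3y, a gene of the Y chromosome, and Xist, the noncoding RNA of the inactive X, had opposite levels on wildtype replicate 1 (11.24 and 4.31, log2) and null replicate 4 (11.13 and 4.37), and on wildtype replicate 2 (4.31 and 10.94) and null replicates 1 (4.31 and 12.13) and 2 (4.38 and 12.08). Wildtype replicates 3 (6.95 and 11.99) and 4 (8.56 and 11.64) and null replicate 3 (10.84 and 11.24) carried both. For these arrays this argues against cells of 1 embryo alone. Of 4 sex-linked genes measured 0 were called, 0 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone (limma). With the sex-linked signal as a covariate, 97 probes were called, 89 of them among the 156.

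Genes beside Nkx3-2 were looked at because a targeted allele can carry flanking DNA of another strain. Both groups carry a targeted allele there, though the study writes the wildtype as heterozygous. Only flanking DNA that differs between the groups, in kind or in number of copies, could show. Of 52 tested genes within 100 genes of Nkx3-2 in assembly GRCm38.p6, 0 were called by limma, where the rate elsewhere (103 of 10899) gives 0.49, so that 0 excludes nothing. At an unadjusted p under 0.05 there were 18 of the 52 (34.6%), against 2510 elsewhere (23%). Of other windows of 100 genes to each side, 5.38% had as high a percent, 4.8% when windows with under 26 tested genes were left out and 0.68% when those with under 52 were. The outcome turns on that choice, so a difference in flanking DNA between the groups stays open. On the same chromosome 10 of 709 were called, against 93 of 10242 elsewhere (Fisher's exact p = 0.221).

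Probes of 1 gene disagreed in places. Of 60 called genes with several probes, 24 had every other probe at under 0.5 of the called difference. A probe of Zfp330 differed by -5.26 and its other probe by -0.27. Zfp330, Rfx1 and Man2b1 lie near each other on chromosome 8, and the other probes of Rfx1 and Man2b1 differed by -0.20 and -0.18, against -1.06 and -1.64 for the called ones. These were picked after their values were seen. Strain variants under a probe, carried along on linked stretches, may account for such probes. Counted along the 4148 genes with several tested probes only, the 24 genes made 5 neighbouring pairs within 25 genes. Random draws had a median of 3 (permutation p = 0.145 over 10000 draws). A p above the threshold with 24 genes excludes nothing, so this stays open, and the probe sequences were not used here.

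Chance was tested by fitting all 35 splits of the arrays into 4 and 4. The real split called 156 probes and the highest other split 16; over 2-fold these were 92 and 9, and over 1.5-fold 155 and 16. In each case 1 of 35 splits, the real one, gave a count as large, the smallest share that 35 splits allow. The counts over 2-fold and 1.5-fold are parts of the same 156 calls. Chance is thus argued against for the number of probes, but not excluded. For gene lists the count does not argue against chance: the real split called 13 with the preset correlation, the highest other split 17, and 6 of the 35 splits called as many. The other splits with at least as many each exchanged 1 array of either group and kept part of any genotype difference, so the count cannot decide. The median of the other splits was 8 lists.

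The share of probes higher in the null among those over 2-fold was 52.2%. That is lower than the value quoted from the study above. The share was 81.1% of 470 without null replicate 1, 79.6% of 108 with centring only and 18.8% of 16 in the authors' log2 values, which hold 1 other null array. At an unadjusted p under 0.05 it was 73.1% of 342 probes over 2-fold, 75.2% of 697 in the authors' log2 values, 92.1% of 772 with centring only and 8.53% of 1947 with scaling by the median absolute deviation, the scaling that the methods name. The study applied that scaling to background-subtracted values, whereas here it was run on normexp values, so the study's own processing was not repeated. The share, and whether it lies below the quoted value, thus depends on the scaling. These are shares of probes, whereas the study counted genes.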
